# Multiple Structural Maintenance of Chromosome Complexes at Transcriptional Regulatory Elements

**DOI:** 10.1016/j.stemcr.2013.09.002

**Published:** 2013-10-24

**Authors:** Jill M. Dowen, Steve Bilodeau, David A. Orlando, Michael R. Hübner, Brian J. Abraham, David L. Spector, Richard A. Young

## Abstract

Transcription factors control cell-specific gene expression programs by binding regulatory elements and recruiting cofactors and the transcription apparatus to the initiation sites of active genes. One of these cofactors is cohesin, a structural maintenance of chromosomes (SMC) complex that is necessary for proper gene expression. We report that a second SMC complex, condensin II, is also present at transcriptional regulatory elements of active genes during interphase and is necessary for normal gene activity. Both cohesin and condensin II are associated with genes in euchromatin and not heterochromatin. The two SMC complexes and the SMC loading factor NIPBL are particularly enriched at super-enhancers, and the genes associated with these regulatory elements are especially sensitive to reduced levels of these complexes. Thus, in addition to their well-established functions in chromosome maintenance during mitosis, both cohesin and condensin II make important contributions to the functions of the key transcriptional regulatory elements during interphase.

## Highlights

• Cohesin and condensin II occupancy of enhancers and promoters is NIPBL dependent
• Condensin II is recruited to regulatory elements during transcription activation
• Cohesin and condensin II occupy super-enhancers and mediate proper gene expression

## Introduction

Transcription factors bind regulatory elements such as enhancers and core promoters and interact with cofactors that enable proper control of gene expression (Adelman and Lis, 2012; Lee and Young, 2013; Lelli et al., 2012; Roeder, 2005; Spitz and Furlong, 2012; Zhou et al., 2012). Mediator is an essential coactivator that is recruited to the regulatory regions of most active genes in embryonic stem cells (ESCs) and many other cell types (Kagey et al., 2010). Mediator is bound by NIPBL, which loads cohesin at enhancers and promoters, where this SMC complex contributes to the control of both chromosome structure and gene expression (Dorsett, 2011; Hadjur et al., 2009; Parelho et al., 2008; Phillips and Corces, 2009; Schmidt et al., 2010; Seitan and Merkenschlager, 2012; Wendt et al., 2008). ESCs are highly sensitive to reduced levels of Mediator, NIPBL, cohesin, and another structural maintenance of chromosomes (SMC) complex called condensin II (Fazzio and Panning, 2010; Hu et al., 2009; Kagey et al., 2010). Condensin II is found in the nucleus during interphase where it contributes to interphase chromatin organization (Fazzio and Panning, 2010; Hirota et al., 2004; Ono et al., 2003, 2004) and has been implicated in transcription (Fazzio and Panning, 2010), but its role in gene control is not yet understood. This study reveals that NIPBL-dependent binding of condensin II to promoters and super-enhancers is an integral part of transcription activation in ES cells.

## Results and Discussion

To gain insights into the portion of the genome occupied by condensin II in mouse ESCs, we performed chromatin immunoprecipitation of the condensin II subunit CAPH2 followed by massively parallel DNA sequencing (chromatin immunoprecipitation sequencing [ChIP-seq]) (Figure 1). To ensure that this signal represented condensin II complexes, we confirmed the specificity of this antibody (Figures S1A–S1C available online), verified significant overlap with CAPD3 and another CAPH2 antibody (Figures S1D and S1E), and demonstrated that multiple subunits of the condensin II complex interact by ChIP western blot (Figures 1F and 1G). The CAPH2 results showed that condensin II complexes occupy the enhancer and core promoter regions of the well-studied ESC pluripotency gene *Pou5f1* (Figure 1A) and the global population of active enhancers and promoters (Figure 1B), as previously noted for Mediator, cohesin, and the cohesin loading factor NIPBL (Kagey et al., 2010) (Table S1). The enrichment of condensin II and cohesin at genes correlated with the enrichment of RNA Polymerase II (Figure 1C). There were very low levels of condensin II associated with heterochromatin regions (defined by histone H3K9me3 and H4K20me3) (Figure 1D) or insulators (defined by CTCF) (Figure S1H). These results indicate that condensin II occupies transcriptionally active enhancer/promoter regions in ESCs.

The yeast homolog of NIPBL, the Scc2/Scc4 complex, promotes deposition of cohesin and condensin onto chromosomes (Ciosk et al., 2000; D’Ambrosio et al., 2008). Mammalian NIPBL has been shown to recruit cohesin to chromosomes, but it is not known if NIPBL also recruits condensin (Kagey et al., 2010; Watrin et al., 2006). When NIPBL-occupied chromatin fragments were enriched by ChIP, antibodies against both condensin II and cohesin subunits further enriched the enhancers of the pluripotency genes *Pou5f1* and *Nanog* in a second ChIP (Figure 1E), suggesting that NIPBL can occupy the same chromatin fragment with both cohesin and condensin II. To investigate whether NIPBL is required for deposition of condensin II onto chromosome arms, we performed CAPH2 chromatin immunoprecipitation sequencing (ChIP-seq) in ESCs with reduced NIPBL levels due to small hairpin RNA (shRNA) knockdown (Figure 1F). Inspection of the *Pou5f1* and *Nanog* loci revealed that reduced levels of NIPBL led to a reduction in condensin II signal at enhancer and promoter regions (Figure 1G). Genome-wide analysis confirmed that enhancer and promoter regions contained less condensin II signal when NIPBL levels were reduced (Figure 1H). Taken together, these results indicate that NIPBL is necessary for optimal deposition of condensin II at active enhancer/promoter sites. It is thus possible that NIPBL loads condensin II directly, or alternatively, that reduced cohesin loading impacts condensin II loading.

The presence of condensin II at enhancer/promoter sites occupied by the Mediator coactivator and NIPBL suggests that it is recruited to these sites during transcription activation. To test this model, we used a well-characterized cell system with a stably transfected doxycycline (Dox)-inducible transgene (Figure 2) (Janicki et al., 2004; Zhao et al., 2011). Dox treatment leads to expression of the rtTA (pTet-ON) transcriptional activator, which binds to the transgene locus and rapidly recruits POL II, resulting in expression of the transgene (Janicki et al., 2004; Zhao et al., 2011). Ongoing transcription of the locus can be monitored by the binding of the YFP-tagged MS2 binding protein (MS2-YFP) to MS2 RNA stem loops encoded by the transgene (Janicki et al., 2004; Zhao et al., 2011). The position of the transgene within the nucleus can be visualized by the binding of a fluorescent Lac inhibitor (LacI) protein to a tandem array of lac operator (LacO) repeats at the locus (Figure 2A). The LacI-mCherry signal revealed the location of the transgene in cells with and without Dox treatment (Figure 2B). Condensin II was visualized by immunofluorescence labeling using a specific antibody. In the population of cells examined, there was little colocalization of the condensin II subunit CAPH2 with the inactive transgene (Figure 2B, top row), whereas cells showed a clear CAPH2 signal coincident with the active transgene with 4 (Figure 2B, middle row) or 16 hr (Figure 2B, bottom row) of Dox treatment. These results indicate that condensin II is recruited to newly activated genes in interphase cells.

Loss of ESC identity and viability has been reported following either cohesin or condensin depletion (Fazzio and Panning, 2010; Hu et al., 2009; Kagey et al., 2010). Reduced levels of cohesin cause a disruption in the ESC gene expression program (Kagey et al., 2010), but the effect of reduced levels of condensin II on gene expression remains unclear. We performed RNA-seq transcriptional profiling of ESCs following depletion of condensin II or cohesin (Figure 3; Table S2). 

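RNA from V6.5 murine ESCs was sequenced 5 days after infection with lentiviral shRNA constructs. V6.5 is a mouse ESC line grown on irradiated fibroblasts, which the paper describes removing by a plating step before infection. There was 1 library for the control shRNA against GFP, 1 for an SMC1 shRNA and 2 for CAPH2, 1 for each hairpin (CAPH2 #1 and CAPH2 #2). The paper gives a puromycin concentration of 4 µg/ml for the selection, while the sample labels give 0.5 followed by 1 µg/ml. RNA from 652000 cells per library received 1.42 µl of diluted ERCC synthetic RNAs before library preparation. The authors aligned the reads with Bowtie to mm9 (NCBI build 37) and deposited, for each RefSeq transcript, the count of exonic reads and the RPKM, which is scaled to exon length and to the reads of each library. Each file lists 26073 RefSeq rows and 92 ERCC rows. The total count over all rows was 29023798 in the GFP library, 25835794 in the SMC1 library, 31337313 for CAPH2 #1 and 25467427 for CAPH2 #2. These totals count a read once for each isoform that shares its exon, and the RPKM values rest on 21521988, 19227947, 23324537 and 18823245 reads in the same order. Log2 changes were calculated from the deposited RPKM against the GFP library for the 15538 RefSeq rows (12217 genes) with an RPKM of at least 1 in the GFP library, with the ERCC rows left out. For CAPH2 the RPKM values of the hairpins were averaged before the log2 was taken, as in the Supplemental Information. The GFP and SMC1 libraries have no replicate, so the changes against GFP carry no p-value, and a spread is given only between the CAPH2 hairpins.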

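The target transcripts were measured in the same RNA-seq libraries. Ncaph2 (NM_001115132, chromosome 15 from 89186153 to 89203259, plus strand, mm9), which encodes CAPH2, had an RPKM of 80.2 in the GFP library, 16.9 with CAPH2 #1 and 27.9 with CAPH2 #2. The level left was 21.04% of the GFP library with CAPH2 #1 (95% exact binomial confidence interval 19.8 to 22.3) and 34.8% with CAPH2 #2 (33.0 to 36.7). Smc1a (NM_019710, chromosome X from 148450971 to 148496515, plus strand), which encodes SMC1, fell from an RPKM of 36.1 in the GFP library to 14.4 in the SMC1 library, and 39.9% was left (37.2 to 42.8). These intervals cover counting error only. The interval of Smc1a lies above that of Ncaph2 with either CAPH2 hairpin, and the intervals of the CAPH2 hairpins do not overlap. Scaling to the ERCC RNAs moved the level left of Smc1a most, to 72.7%, and that of Ncaph2 with CAPH2 #1, to 32.6%. Under that scaling 33.7% of Ncaph2 was left with CAPH2 #2, so the difference between the hairpins depends on the scaling. The level left of Ncaph2 with CAPH2 #2 moved most relative to Gapdh, to 41.8%, which is above the 38.6% of Smc1a relative to Gapdh. That order is not secure, because Gapdh had only 66 counts in the GFP library, 61 with SMC1 and 48 with CAPH2 #2. With CAPH2 #2 Gapdh itself was at 83.2% of the GFP level (95% exact binomial interval 56.1 to 122.4). Smc1a was not lowered with the CAPH2 hairpins, where its RPKM was 46.6 ± 0.533 (SD, n = 2 hairpins). Ncaph2 was lower in the SMC1 library than in the GFP library, with an RPKM of 54.0 (67.3% left, 64.5 to 70.2, a log2 change of -0.57), and scaled to the ERCC RNAs this direction reversed to 0.29.

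**Figure D1:**
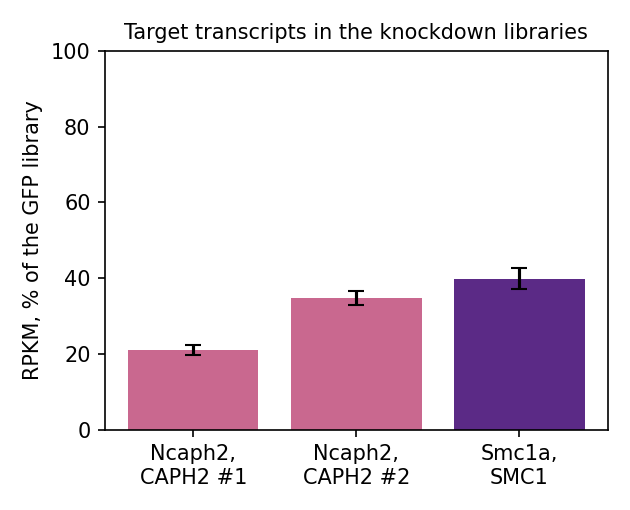
RPKM of the target transcript in each knockdown library as a percent of its RPKM in the GFP library, with bars from 0 and error bars for the 95% exact binomial interval. The bars stand at 21.04%, 34.8% and 39.9%.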

We achieved similar knockdown efficiencies for both CAPH2 and SMC1 (Figure 3A; Figure S2A). The expression profiles for cells transduced with two different CAPH2 shRNA constructs were similar to one another (CAPH2 #1 versus CAPH2 #2 Spearman correlation = 0.811) and to those of cells subjected to cohesin depletion (CAPH2 Avg versus SMC1 Spearman correlation = 0.683). 

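Across the 15538 expressed RefSeq rows, the Spearman correlation of the log2 changes was 0.827 between CAPH2 #1 and CAPH2 #2 (95% bootstrap interval over transcripts 0.819 to 0.834). Between the CAPH2 average and SMC1 it was 0.683 (0.672 to 0.693). Transcripts are not independent replicates, and all of these changes share the single GFP library. Taken alone, CAPH2 #1 correlated with SMC1 at 0.669 and CAPH2 #2 at 0.638. Both values lie below the correlation between the hairpins. The alternative that moved the correlation between the hairpins most was a minimum RPKM of 5 in the GFP library, which gave 0.859 over 11834 rows. The changes were small for most rows, with a median absolute log2 change of 0.21 for CAPH2 #1, 0.16 for CAPH2 #2 and 0.38 for SMC1.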

Genes cooccupied by condensin II and cohesin were similarly affected by CAPH2 or SMC1 depletion, but the magnitude of change was greater when cohesin was depleted (Figure 3B; Supplemental Information). These observations indicate that reduced levels of condensin II and cohesin lead to a similar disruption of the ESC-specific gene expression program. 

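All 1752 transcripts of Table S2 (1324 genes) were found in the deposited values. Of these, 62 had an RPKM under 1 in the GFP library and at least 1 in another of the 4 libraries. The median absolute log2 change of the 1752 transcripts was 0.23 with CAPH2 #1, 0.17 with CAPH2 #2 and 0.47 with SMC1. For the average of the CAPH2 hairpins it was 0.19. The SMC1 median was 2.45 times that of the CAPH2 average, 2.06 times that of CAPH2 #1 and 2.76 times that of CAPH2 #2, so it exceeded both hairpins. The change was larger with SMC1 than with the CAPH2 average at 1388 transcripts (79.2%). CAPH2 and SMC1 changed 1327 transcripts in the same direction (75.7%, 95% Wilson interval 73.7 to 77.7), of which 580 rose and 747 fell. Both changes are taken against the single GFP library, which by itself favours the same direction, so this share alone does not show a shared effect. The interval treats transcripts as independent, although isoforms share reads. With the 1690 transcripts that had an RPKM of at least 1 in the GFP library, a set chosen after seeing the data, the share was 75.6%. Among the expressed transcripts absent from Table S2 the share was 76.0%, within the interval of the co-occupied set.
Ranked by the mean of the CAPH2 and SMC1 changes, among transcripts with a mean of at least 50 counts that changed in the same direction with SMC1 and both CAPH2 hairpins, the largest decreases were at Ndufa4l2, Aoc3 and Slc15a1. Ndufa4l2 (NM_001098789, chromosome 10 from 126951995 to 126954210) had a log2 change of -4.44 with SMC1, from 606 to 25 counts, and a mean of -1.67 ± 0.95 (SD, n = 2 hairpins) with CAPH2. Aoc3 changed by -2.97 with SMC1 and Slc15a1 by -3.72. By the same ranking the largest increases were at Itga1, Nrcam and Lrp2. Lrp2 (NM_001081088, chromosome 2 from 69262392 to 69424124) rose by a log2 change of 3.21 with SMC1, from 2180 to 17977 counts, and by 0.40 ± 0.10 (SD, n = 2 hairpins) with CAPH2. Itga1 and Nrcam had an RPKM of 0.318 and 0.430 in the GFP library, from 41 and 70 counts.

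**Figure D2:**
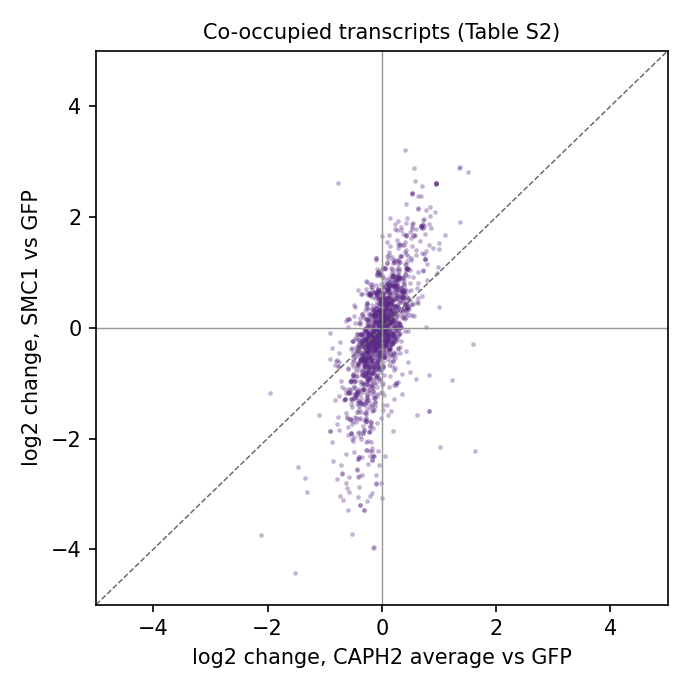
Log2 change of each of the 1752 co-occupied transcripts against the GFP library, with the CAPH2 average on the horizontal axis and SMC1 on the vertical axis; each point is a transcript and the dashed line marks equal changes. The points spread further along the SMC1 axis, where 247 transcripts fell and 152 rose by a log2 change of at least 1, against 7 and 10 for CAPH2.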

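Over all expressed rows, 1269 fell and 1008 rose by a log2 change of at least 1 in the SMC1 library. For the CAPH2 average 90 fell and 63 rose. The hairpins differed in these counts, with 226 and 143 for CAPH2 #1 and 70 and 28 for CAPH2 #2. From the correlation of the profiles and the similar effects at co-occupied genes, the paper concludes that loss of either complex disrupts the ESC expression program in a similar way.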

Although reduced levels of condensin II and cohesin have similar effects on ESC gene expression and identity, other cell types may not have the same requirements for both SMC complexes (Figures 3B and S2B). Cohesin has essential functions in DNA repair, chromosome segregation, and probably gene expression in all cells, whereas condensin II appears to be essential for ESCs but not MEFs (Fazzio and Panning, 2010; Nasmyth and Haering, 2009). It is therefore possible that the requirements for cohesin and condensin II differ in different cells.

A recently described class of regulatory elements, called super-enhancers, control the expression of key ESC identity genes (Whyte et al., 2013). Super-enhancers consist of clusters of enhancers that are occupied by high levels of Mediator and differ from typical enhancers in size, transcription factor density and content, and sensitivity to perturbation (Whyte et al., 2013). We found that NIPBL and the two SMC complexes are enriched at super-enhancers (Figures 4A and 4B). Like Mediator, there is an increased density of cohesin, condensin II, and NIPBL signal at the 231 ESC super-enhancers compared to the 8,563 typical enhancers (Figures 4A and 4B). 

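Genes near clustered enhancers were compared with genes near other enhancers in the same RNA-seq libraries. The list of 231 super-enhancers was not used here, and clusters of OCT4, SOX2 and NANOG sites from Table S1 on chromosomes 1 and 2 stand in for it. The 1657 sites were stitched within 12.5 kb into 1378 regions, and the 36 regions with the most sites (3 to 8 sites each) were taken, the same share as 231 among 231 and 8563 enhancers. Each region was assigned to the gene with the nearest start, which gave 52 expressed transcripts of 32 genes near clusters and 722 transcripts of 513 genes near the other regions. The median log2 change with SMC1 was -0.24 near clusters and 0.11 near the other regions, a difference of -0.36. With the CAPH2 average it was -0.036 against 0.053, a difference of -0.089, and the difference was -0.14 for CAPH2 #1 and -0.081 for CAPH2 #2. Near clusters 71.2% of the transcripts fell with SMC1, and 42.7% near the other regions. Among 10000 random lists of the same size matched on mean expression, the cluster median was at percentile 0.200 for SMC1 and 2.07 for the CAPH2 average, as a description of these libraries. It was at 0.360 for CAPH2 #1 and at 2.65 for CAPH2 #2, which is inside the middle 95% of random lists. Transcripts of the same gene share reads, and with a single row per gene the difference was -0.26 for SMC1 and -0.12 for the CAPH2 average, and the percentile was 5.46 for SMC1, inside the middle 95% of random lists, and 1.86 for the CAPH2 average (0.845 for CAPH2 #1 and 5.54 for CAPH2 #2). Some regions of 3 sites fell outside the 36 taken. With all regions of at least 3 sites the difference was -0.28 for SMC1 and -0.039 for the CAPH2 average. The alternative that moved the SMC1 difference most among those set before the data were examined, MED1-enriched bases on chromosome 1, gave -0.54, and the same alternative moved the CAPH2 difference to -0.039. With these MED1-enriched bases and a single row per gene, a setting chosen after seeing the data, the differences reversed to 0.053 for SMC1 and 0.028 for CAPH2.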

Expression of genes with super-enhancers was more sensitive to loss of cohesin and condensin II than genes with typical enhancers (Figure 4C), as observed previously with perturbation of other enhancer-associated factors (Whyte et al., 2013). These results suggest that the loss of ESC gene expression observed with cohesin and condensin II perturbation might be due to direct effects on all affected genes or alternatively, to direct effects at key super-enhancer controlled genes such as those for the pluripotency transcription factors, with consequent secondary effects on most other active ESC genes.

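The genes of the pluripotency transcription factors fell in every knockdown library under RPKM. Pou5f1 (NM_013633, chromosome 17 from 35642984 to 35647722), which encodes OCT4, had an RPKM of 1285.5 in the GFP library and 785 in the SMC1 library, a log2 change of -0.71. Its RPKM with CAPH2 was 1117 ± 15.0 (SD, n = 2 hairpins), a mean log2 change of -0.20 ± 0.019. Sox2 (NM_011443, chromosome 3 from 34548927 to 34551382) changed by -1.35 with SMC1 and by -0.24 ± 0.089 with CAPH2. Nanog (NM_028016, chromosome 6 from 122657586 to 122663796) changed by -1.31 with SMC1 and by -0.26 ± 0.088 with CAPH2. The decrease of each gene was in the same direction for both CAPH2 hairpins and larger than the SD between them. Both hairpin changes share the single GFP library, whose error this SD leaves out. The SD therefore does not measure how certain the decreases are. Scaled to the ERCC RNAs the direction changed for the CAPH2 average and for Pou5f1 with SMC1, with a log2 change of 0.15 for Pou5f1 with SMC1, and of 0.13 for Pou5f1, 0.079 for Sox2 and 0.054 for Nanog with CAPH2, while Sox2 and Nanog with SMC1 stayed below 0 at -0.49 and -0.44. The hairpins differ under this scaling, which shifts all log2 changes of CAPH2 #1 by 0.63 and those of CAPH2 #2 by -0.047, so the decreases of these genes with CAPH2 #2 remain.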

We have shown that both cohesin and condensin II occupy active enhancers and promoters in a NIPBL-dependent manner, that condensin II is recruited to active promoters during transcription activation in living cells, that condensin II is required for normal levels of gene expression, and that both SMC complexes are enriched and function at super-enhancers. Our finding that mammalian condensin II occupies active enhancers and promoters in a NIPBL-dependent manner is consistent with previous studies in yeast showing that both cohesin and condensin require the loading factor for full association with chromosomes (Ciosk et al., 2000; D’Ambrosio et al., 2008). Our observation that mammalian condensin II is recruited to active genes is consistent with work in *Drosophila* where SMC complexes correlate with levels of Polymerase and influence gene expression by facilitating DNA looping (Lupo et al., 2001; Misulovin et al., 2008; Schaaf et al., 2013). Finally, it is interesting that a large fraction of both cohesin and condensin II complexes are loaded at super-enhancers and that reduced levels of these complexes preferentially affect expression of the key cell identity genes associated with these large regulatory domains. Future studies should provide additional insights into the roles of the two different SMC complexes in coordinating transcriptional control with chromosome organization and maintenance.

## Experimental Procedures

A detailed description of all materials and methods can be found in the Supplemental Information.

### ES Cell Culture, shRNA, and Drug Treatment

V6.5 (C57BL/6-129) murine ESCs were maintained under typical mouse ESC conditions on irradiated mouse embryonic fibroblasts (iMEFs) as previously described (Kagey et al., 2010). For ChIP-seq analysis, ESCs were grown two passages off iMEFs. For location analysis following treatment, cells were grown two passages off iMEF feeders and treated with formaldehyde crosslinker. For shRNA-mediated knockdowns, viral media was collected 48 hr after cotransfection with packaging plasmids in 293T cells and ESCs were directly infected. Knockdown ESCs were collected 3 or 5 days postinfection.

### ChIP-Seq and Analysis

ChIPs were performed and analyzed as previously described (Bilodeau et al., 2009; Kagey et al., 2010; Marson et al., 2008). For CAPH2, two antibodies (A302-275A [Ab1] and A302-276A [Ab2], Bethyl Laboratories) were used. For ChIP-seq analysis, reads were aligned with Bowtie (Langmead et al., 2009) and analyzed as described in the Supplemental Information.

### Serial ChIP

For serial ChIP, the first immunoprecipitation was done using the same protocol as a regular ChIP-seq experiment. Following the first immunoprecipitation, beads were eluted twice with 100 μl 2 times; sonication buffer containing 1 mg/ml peptide specific to the antibody for 2 × 30 min. The second ChIP was performed as described in the Supplemental Information.

### Immunofluorescence Assays

U2OS-2-6-3 cells were maintained and transfected as previously described (Janicki et al., 2004; Zhao et al., 2011). For immunofluorescence studies, cells were fixed for 5 min with 2% PFA and incubated overnight at 4°C with CAPH2 antibody Ab1 (1:50, 302-275A, Bethyl Laboratories). Cells were then incubated with a DyLight 405 nm conjugated secondary antibody (Jackson ImmunoResearch Laboratories) for 1 hr at room temperature and mounted in glycerol/DABCO. Maximum intensity projections (40 × 0.2 μm z stacks) of deconvolved images are shown.

## Figures and Tables

**Figure 1:**
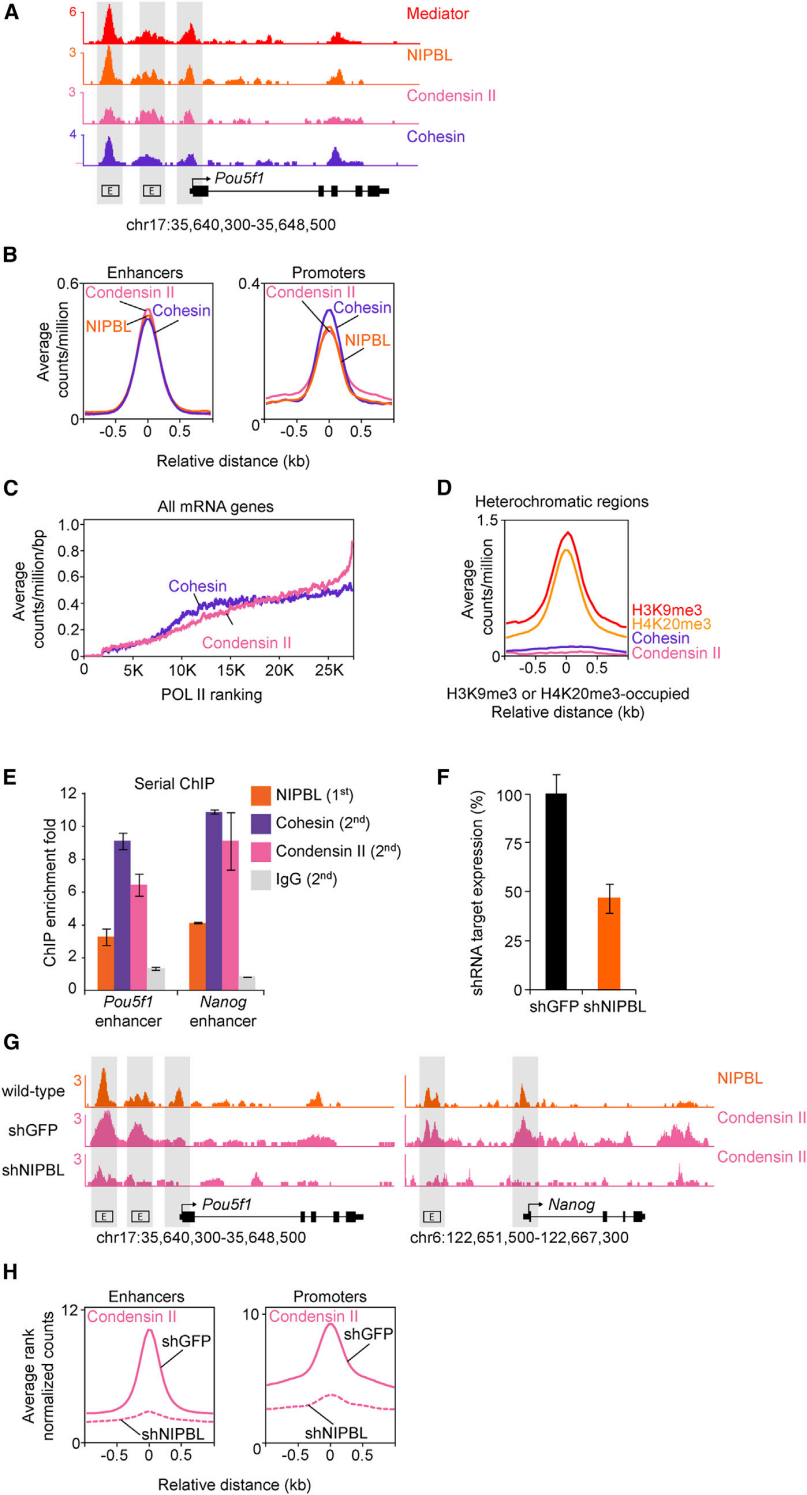
Condensin II and Cohesin Occupy Enhancers and Promoters (A) Binding profiles for Mediator (MED1), NIPBL, condensin II (CAPH2), and cohesin (SMC1) at the *Oct4 (Pou5f1)* locus. ChIP-seq data are shown in reads per million. Characterized enhancer regions (box labeled E) are indicated (Okumura-Nakanishi et al., 2005; Wu et al., 2006; Yeom et al., 1996). (B) Genome-wide distribution of NIPBL, condensin II (CAPH2), and cohesin (SMC1) at enhancers and promoters. Left: enhancer regions defined as regions occupied by OCT4, SOX2, and NANOG (Whyte et al., 2013) are enriched for condensin II, cohesin, and NIPBL. Right: promoter regions defined as regions occupied by TBP and POL II are enriched for condensin II, cohesin, and NIPBL. Metagene representations are centered on the occupied regions, and ±1 kb is displayed. (C) Condensin II and cohesin are associated with mRNA genes with high POL II density. mRNA genes are ranked based on POL II density ±1 kb, and the transcription start site (TSS) and the average number of counts per million per base pair are displayed. (D) Very little condensin II or cohesin signal is observed in regions of the genome containing the heterochromatin marks H3K9me3 or H4K20me3. (E) Serial ChIP showing the presence of NIPBL with condensin II and cohesin. NIPBL was first immunoprecipitated, followed by a peptide elution and a second ChIP for SMC1, CAPH2, or immunoglobulin G. The fold enrichment was determined using RT-QPCR at the *Pou5f1* and *Nanog* enhancer regions. Error bars represent the SD of the average of one to three independent PCRs. p values (at *Pou5f1* enhancer: NIPBL = 0.081, Cohesin = 0.017, and Condensin II = 0.041. At *Nanog* enhancer: NIPBL = 2.9e-3, Cohesin = 2.2e-3, and Condensin II = 0.066) were calculated using a one-tailed t test (Supplemental Information). (F) NIPBL mRNA levels in ESCs infected with shRNA lentiviral constructs targeting GFP (shGFP) and NIPBL (shNIPBL). Transcript levels were normalized to GAPDH. The error bars represent the SD of the average of six independent PCRs. p value (NIPBL = 2.8 × 10^−7^) was calculated using a one-tailed t test. (G) Binding profiles for NIPBL in wild-type ESCs and CAPH2 in ESCs infected with shGFP and shNIPBL at the *Pou5f1* and *Nanog* loci. NIPBL ChIP-seq data are shown in reads per million. For appropriate normalization, CAPH2 ChIP-seq data were rank normalized (Supplemental Information) and represented in rank normalized counts with the y axis floor set to 0.2. (H) Genome-wide distribution of CAPH2 at enhancers and promoters in shGFP- and shNIPBL-treated ESCs. Left: CAPH2 levels are decreased at enhancer regions (one-tailed t test, p < 10^−300^) defined as regions occupied by OCT4, SOX2, and NANOG (Whyte et al., 2013) upon shNIPBL treatment. Right: CAPH2 levels are decreased at promoter regions (one-tailed t test, p < 10^−300^) defined as regions occupied by TBP and POL II upon shNIPBL treatment. See also Figure S1 and Table S1.

**Figure 2:**
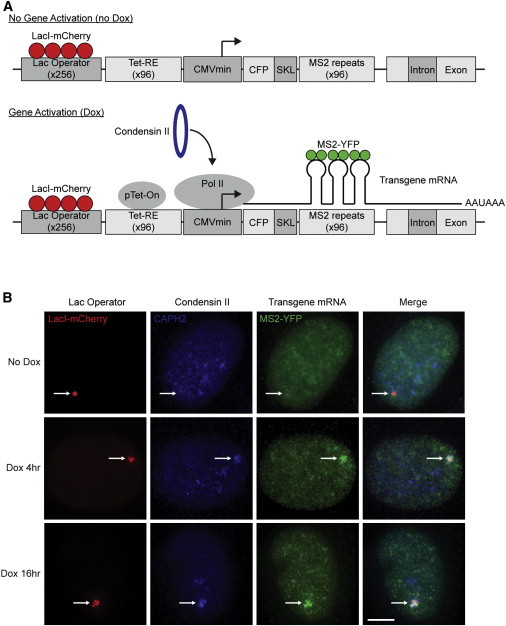
Recruitment of Condensin II at Transcription Activation (A) Schematic representation of the doxycycline (Dox)-inducible transgene integrated at human 1p36 in U20S-2-6-3 cells. LacI-mCherry binds the Lac operator and permits visualization of the locus. Dox is required for pTet-On binding to the Tet response element (Tet-RE). pTet-On binding results in rapid recruitment of POL II and gene activation, as indicated by the MS2-YFP protein. (B) Condensin II is recruited upon transcriptional activation. U20S-2-6-3 cells expressing LacI-mCherry were treated for 4 or 16 hr with vehicle or Dox to induce transcription of the transgene. After crosslinking, cells were labeled with CAPH2 antibody (Ab1). Top: minimal overlap of CAPH2 (blue) with the transgene (LacI-mCherry, red) in the absence of Dox. Middle and bottom: CAPH2 (blue) is recruited to the transgene (LacI-mCherry, red) in the presence of 4 or 16 hr Dox. White arrows point to nuclear localization of the transgene. Representative images (n = 25) are shown. Scale bar, 5 μm.

**Figure 3:**
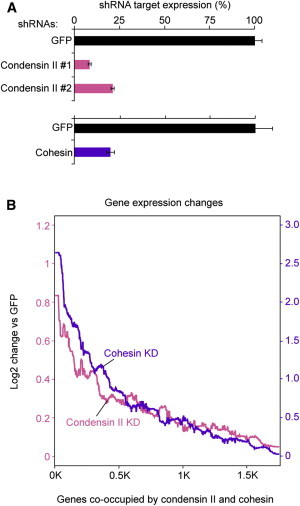
Condensin II and Cohesin Depletions Disrupt the ESC Gene Expression Program (A) CAPH2 and SMC1 mRNA levels in ESCs infected with shRNA lentiviral constructs. Transcript levels were normalized to GAPDH. The error bars represent the SD of the average of three to six independent PCRs. p values (Condensin II #1 = 2e-4, Condensin II #2 = 3e-4, and SMC1 = 1.9e-3) were calculated using a one-tailed t test. (B) Gene expression changes following CAPH2 and SMC1 knockdown at co-occupied genes. Gene expression changes were calculated by comparing the RNA-seq data from cells transduced with condensin II shRNA (left axis) or cohesin shRNA (right axis) to cells transduced with control GFP shRNA. For CAPH2, two highly similar RNA-seq data sets from two different shRNA constructs were pooled. The 1,752 co-occupied genes were ranked based on the average fold change for all shRNAs. See also Figure S2 and Tables S2 and S3.

**Figure 4:**
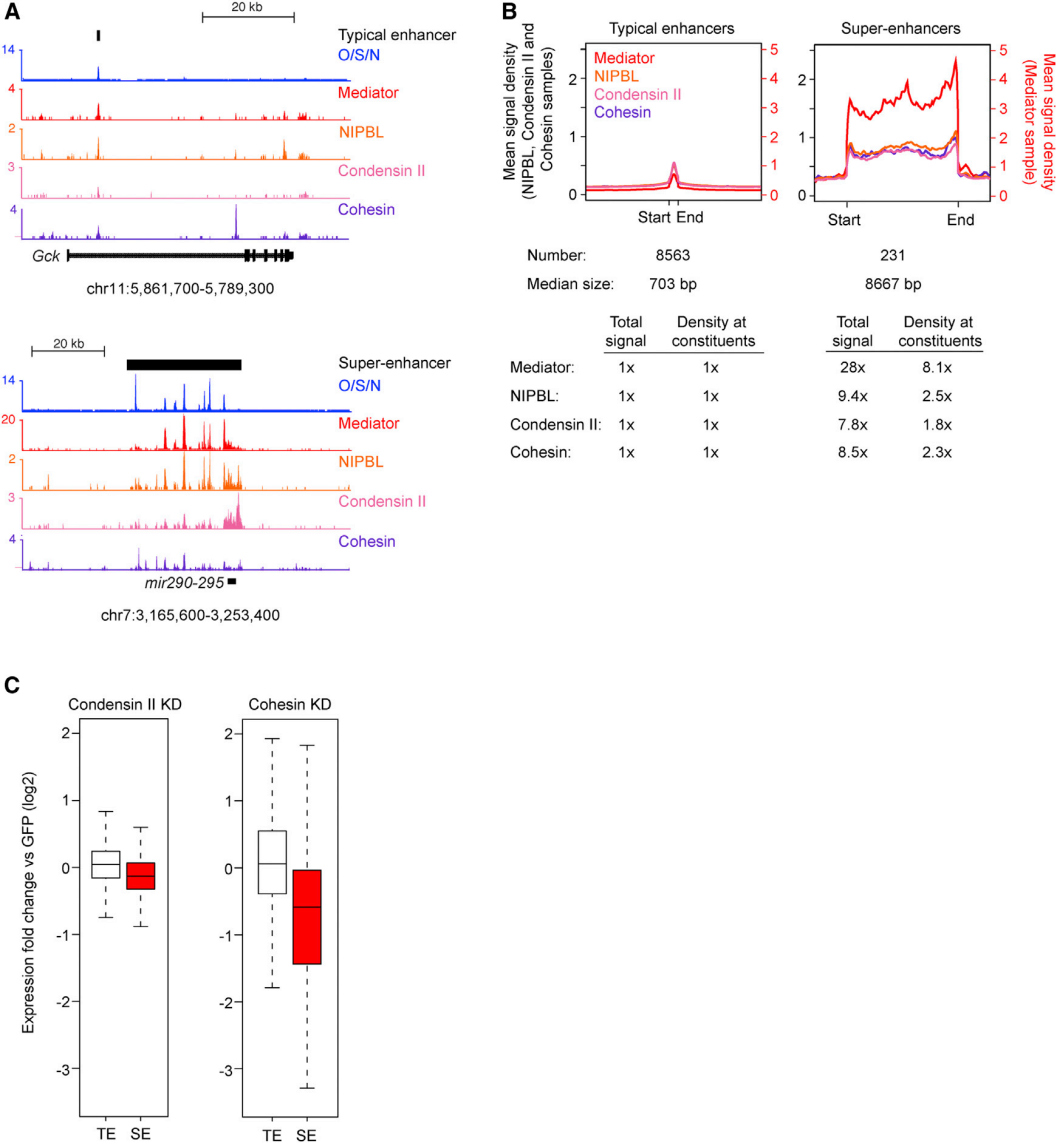
Cohesin and Condensin II Occupy Super-Enhancers and Are Required for Proper Expression of the Key Stem Cell Identity Genes (A) ChIP-seq binding profiles (reads per million) for the ESC transcription factors OCT4, SOX2, and NANOG (OSN), the Mediator coactivator (MED1), NIPBL, condensin II (CAPH2), and cohesin (SMC1) at the *Gck* and *miR-290-295* loci in ESCs. Enhancer bars and scale bars are depicted above the binding profiles. (B) Metagene representations of Mediator, NIPBL, condensin II, and cohesin ChIP-seq density (reads per million per base pair) across the 8,563 typical enhancers and the 231 super-enhancers. Metagenes are centered on the enhancer region (703 base pairs for typical enhancers and 8.7 kb for super-enhancers), with 3 kb surrounding each enhancer region. ChIP-seq fold difference for Mediator, NIPBL, condensin II, and cohesin at super-enhancers versus typical enhancers are displayed below the metagenes. Fold difference at enhancers refers to the mean ChIP-seq signal (total reads) at super-enhancers divided by the mean ChIP-seq signal at typical enhancers. Fold difference at enhancer constituents refers to the mean ChIP-seq density (reads per million per base pair) at super-enhancer constituents divided by the mean ChIP-seq density at typical enhancer constituents. (C) Depletion of condensin II and cohesin caused a decrease in expression of super-enhancer associated genes. Box plots of fold change expression in condensin II and cohesin knockdown cells relative to GFP. Box plot whiskers extend to 1.5× the interquartile range. p values (Condensin II = 7.6e-13 and Cohesin = 2.2e-20) were calculated using a two-tailed t test.

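The RNA-seq libraries also hold microRNA precursors of the miR-290 cluster on chromosome 7 (mm9), each from few reads. Of these, Mir295 (NR_029645, from 3220774 to 3220842, plus strand) had the most, with 86 counts in the GFP library and 36 in the SMC1 library (log2 change -1.09, 46.9% left, 95% exact binomial interval 30.8 to 69.9). With CAPH2 its mean log2 change was -0.058 ± 0.34 (SD, n = 2 hairpins), which is within the spread between the hairpins. Every listed precursor of the cluster had fewer counts in the SMC1 library than in the GFP library, but scaled to the ERCC RNAs the SMC1 changes of Mir290a, Mir291a, Mir291b and Mir292 were above 0. With CAPH2 the directions of the precursors were mixed, but only Mir291b with CAPH2 #1 changed beyond counting error by the 95% exact binomial interval. Whether the precursors moved together therefore cannot be told from these counts. Mir290a, Mir291b and Mir294 rose and Mir292 and Mir293 fell with both hairpins, while the hairpins differed in direction for Mir291a and Mir295. Scaled to the ERCC RNAs the CAPH2 averages of Mir291a, Mir293 and Mir295 were above 0 (0.043, 0.065 and 0.35). Only that of Mir292 stayed below 0, at -0.17. The rise of Mir291b was from 15 counts in the GFP library to 37 with CAPH2 #1 (227.6% of the GFP level, 95% exact binomial interval 121.9 to 446) and 24 with CAPH2 #2 (182.9%, 92.1 to 375), so for CAPH2 #2 it was within counting error. With SMC1 it changed by -0.57 on 9 counts, also within counting error (67.2% left, interval 25.9 to 163.8).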

# Supplementary material for: Multiple Structural Maintenance of Chromosome Complexes at Transcriptional Regulatory Elements
**Source:** Stem Cell Reports. 2013 Oct 24;1(5):371–8. doi: 10.1016/j.stemcr.2013.09.002
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1 and S2

# Stem Cell Reports, Volume 1

## Supplemental Information

### Multiple Structural Maintenance of Chromosome

### Complexes at Transcriptional Regulatory Elements

Jill M. Downen, Steve Bilodeau, David A. Orlando, Michael R. Hübner, Brian J. Abraham, David L. Spector, and Richard A. Young

## CONTENTS

### Supplementary Figures

### Supplementary Tables

### Supplementary Experimental Procedures

#### **Cell Culture Conditions**

*Embryonic stem cells*

*U2OS 2-6-3 cells*

*shRNA-mediated knockdown (Figure 1 and 3)*

#### **Chromatin Immunoprecipitation (ChIP)**

*Antibody specificity (Figure S1)*

*ChIP protocol*

*Serial ChIP (Figure 1E)*

*Immunoprecipitation assays (Figure S1)*

#### **ChIP-seq Sample Preparation and Analysis (Figure 1, 4 and S1)**

*Sample preparation*

*Polony generation and sequencing*

*ChIP-seq data analysis (Figure 1, 4 and S1)*

*MACS peak calling method*

*Metagene representations (Figure 1B, 1D, 1H, S1E and S1H)*

*ChIP-seq signal at mRNA genes (Figure 1C)*

*Rank normalization of ChIP-seq data (Figure 1G and 1H)*

*Super-enhancer analysis (Figure 4)*

*Assignment of super-enhancers to genes (Figure 4)*

*Public availability of ChIP-seq datasets*

## **Immunofluorescence (*Figure 2*)**

## **RNA-seq Analysis (*Figure 3 and S2*)**

*shRNA-mediated knockdown*

*RNA extraction, cDNA, and TaqMan expression analysis*

*RNA library preparation*

*RNA-seq analysis*

*Public availability of RNA-seq datasets*

## **Supplementary References**

## Supplementary Figures

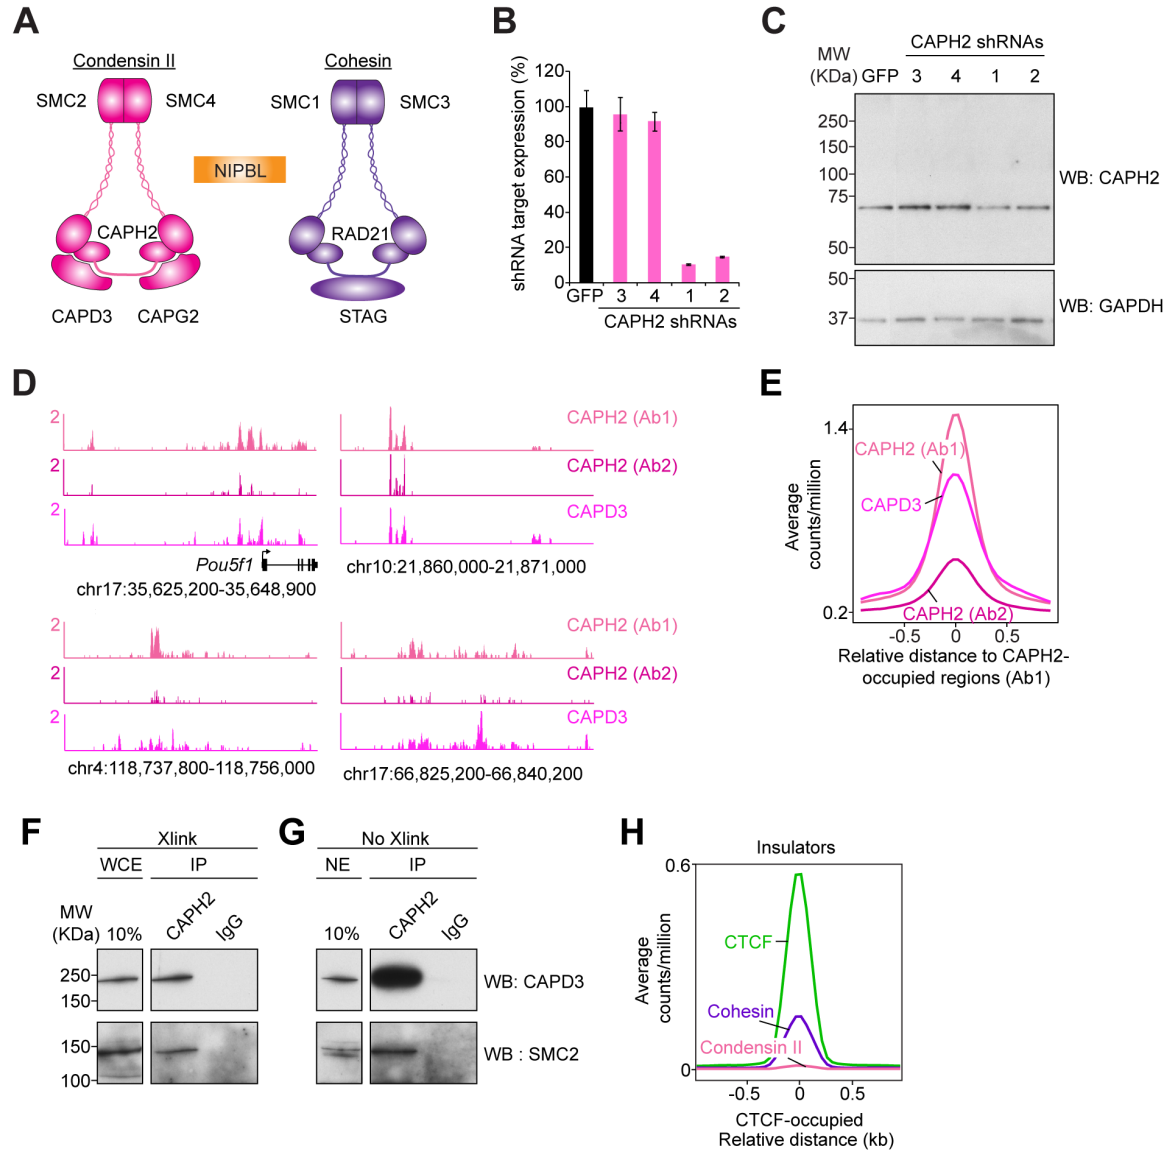

**Figure S1: Verification of condensin II signal: validation of the CAPH2 antibody and detection of multiple condensin II subunits.** **A**, Schematic representation of subunits present in condensin II and cohesin complexes. **B**, CAPH2 mRNA levels in ESCs infected with CAPH2 shRNA lentiviral constructs. Transcript levels were normalized to GAPDH. The error bars represent the standard deviation of the average of 2-3 independent PCR reactions. p values (CAPH2 #3 = 0.35, CAPH2 #4 = 0.14, CAPH2 #1 = 1.6e-4 and CAPH2 #2 = 1.8e-4) were calculated using a one-tailed t test. **C**, CAPH2 protein levels in ESCs infected with CAPH2 shRNA lentiviral constructs. The Western blot was performed with the CAPH2 antibody (Ab1). GAPDH (Abcam ab9484) is used as a loading control. **D**, Binding profiles for two condensin II CAPH2 antibodies (CAPH2 Ab1 = Bethyl A302-275A, CAPH2 Ab2 = Bethyl A302-276A) and CAPD3

(Dr. Tatsuya Hirano). Binding profiles are shown for four representative sites in the genome. ChIP-seq data is shown in reads per million with the y-axis floor set to 0.2 reads per million. CAPH2 Ab1 (Bethyl A302-275A) was used throughout this study. **E**, Genome-wide distribution of CAPH2 Ab1, Ab2 and CAPD3 at regions occupied by CAPH2 Ab1. Metagene representations are centered on the occupied regions and  $\pm 1$  kb is displayed. **F**, CAPH2 is part of the condensin II complex in ESCs. CAPH2 is precipitated from formaldehyde crosslinked ESC extracts and CAPD3 and SMC2 are detected by Western blot. **G**, CAPH2 interacts with CAPD3 and SMC2. CAPH2 is precipitated from uncrosslinked ESC nuclear extracts and CAPD3 and SMC2 are detected by Western blot. **H**, Genome-wide distribution of CAPH2 and SMC1 at insulator regions defined as sites occupied by CTCF. SMC1 is enriched while CAPH2 is not (55% overlap vs 1%). Metagene representations are centered on the occupied regions and  $\pm 1$  kb is displayed.

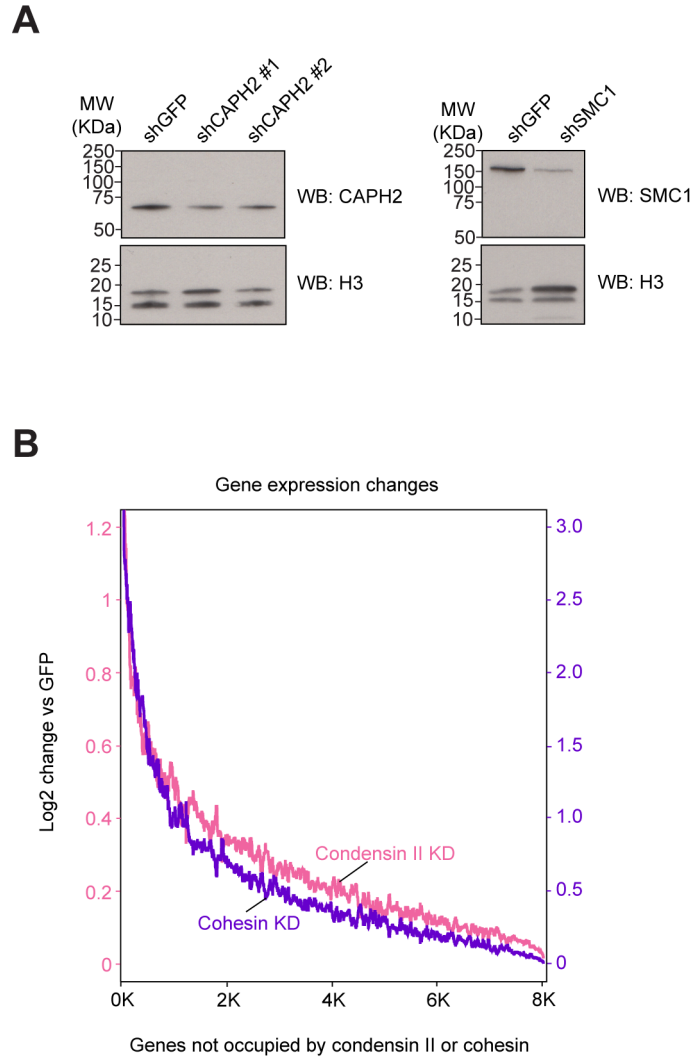

**Figure S2: Condensin II and cohesin depletions and gene expression changes at not-occupied genes. A**, CAPH2 and SMC1 protein levels in ESCs

infected with CAPH2 shRNA or SMC1 shRNA lentiviral constructs. The Western blots were performed on uncrosslinked nuclear extracts with the SMC1 and CAPH2 (Ab1) antibodies. Histone H3 (Abcam ab1791) is used as a loading control. **B**, Gene expression changes following CAPH2 and SMC1 knockdown of genes not occupied by cohesin or condensin II. Gene expression changes were calculated by comparing the RNA-seq data from cells transduced with condensin II shRNA (left axis) or cohesin shRNA (right axis) to cells transduced with control GFP shRNA. For CAPH2, two highly similar RNA-seq datasets from two different shRNA constructs were pooled. 

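For transcripts absent from the co-occupied list of Table S2, the same changes were calculated over 13847 expressed RefSeq rows. Their median absolute log2 change was 0.37 with SMC1 and 0.18 with the CAPH2 average (0.21 with CAPH2 #1 and 0.16 with CAPH2 #2). This set includes transcripts bound by only CAPH2 or only SMC1. On chromosome 1, where the regions of both factors in Table S1 were at hand, 397 expressed rows had no CAPH2 and no SMC1 region from 5 kb upstream of the start through the gene body. The median absolute log2 change of these rows was 0.35 with SMC1 and 0.19 with CAPH2. Scaling to the ERCC RNAs moved the medians of the 13847 rows most, to 0.89 with SMC1 and 0.34 with CAPH2. That scaling shifts all log2 changes of SMC1 by 0.86, of CAPH2 #1 by 0.63 and of CAPH2 #2 by -0.047. The larger medians reflect this shift.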

The 8,050 genes not occupied by cohesin or condensin II were ranked based on the average fold change for all shRNAs (Table S3).

### **Supplementary Tables**

**Table S1** – Enriched regions

**Table S2** – CAPH2 and SMC1 expression data at bound genes

**Table S3** – CAPH2 and SMC1 expression data at not bound genes

### **Supplementary Experimental Procedures**

#### **Cell Culture Conditions**

##### *Embryonic stem cells*

V6.5 murine ESCs were grown on irradiated murine embryonic fibroblasts (iMEFs) unless otherwise stated. Cells were grown under standard mESC conditions as described previously (Kagey et al., 2010). Briefly, cells were grown on 0.2% gelatinized (Sigma, G1890) tissue culture plates in ESC media; DMEM-KO (Invitrogen, 10829-018) supplemented with 15% fetal bovine serum (Hyclone, characterized SH3007103), 1000 U/mL LIF (ESGRO, ESG1106), 100  $\mu$ M nonessential amino acids (Invitrogen, 11140-050), 2 mM L-glutamine (Invitrogen, 25030-081), 100 U/mL penicillin, 100  $\mu$ g/mL streptomycin (Invitrogen, 15140-122), and 8 nL/mL of 2-mercaptoethanol (Sigma, M7522).

##### *U2OS 2-6-3 cells*

U2OS 2-6-3 cells (Janicki et al., 2004) were grown as described previously in DMEM supplemented with 10% Tetracycline free FBS (Tet System Approved FBS, Clontech), 50 U/ml penicillin and 100  $\mu$ g/ml streptomycin. Briefly, these cells contain an engineered genetic locus on chromosome 1p36 which can be visualized by the binding of a fluorescent Lac inhibitor (LacI-CFP) protein to a tandem array of lac operator (LacO) repeats. Transcription of the locus can be induced through the Doxycycline inducible reverse tetracycline transactivator (rtTA) binding to Tet operator repeat (Janicki et al., 2004).

##### *shRNA-mediated knockdown (Figure 1 and 3)*

Lentiviruses were produced according to Open Biosystems *Trans*-lentiviral shRNA Packaging System (TLP4614). The shRNA constructs are listed below. All are available, including sequences, from Open Biosystems.

Briefly, mESCs were split off iMEFs, placed in a tissue culture dish for 45 minutes to selectively remove the MEFs and then plated in 6-well plates (300,000 cells/well). The following day cells were infected in ESC media containing 8 µg/ml polybrene (Sigma, H9268-10G). After 24 hours the media was removed and replaced with ESC media containing 4 µg/mL puromycin (Sigma, P8833). ESC media with puromycin was changed daily. Three or five days post infection RNA was extracted and cells were crosslinked for Western blot analysis.

RNA utilized for real-time qPCR was extracted with TRIzol according to the manufacturer protocol (Invitrogen, 15596-026). Purified RNA was reverse transcribed using Superscript III (Invitrogen) with oligo dT primed first-strand synthesis following the manufacturer protocol.

Knockdown efficiency was validated by real-time qPCR carried out on the 7000 ABI Detection System using the following Taqman probes according to the manufacturer protocol (Applied Biosystems).

## **Chromatin Immunoprecipitation (ChIP)**

### *Antibody specificity (Figure S1)*

For CAPH2-occupied genomic regions, we performed ChIP-seq experiments using Bethyl rabbit polyclonal antibodies A302-275A (Ab1) and A302-276A (Ab2). The antibodies were raised against human CAPH2 (NP\_689512.2) residues 425 to 475 (A302-275A) and residue 555 to 605 (A302-276A). CAPH2 Ab1 was used for all ChIP experiments presented in the manuscript. CAPD3 antibody was a generous gift from Dr. Tatsuya Hirano (Ono et al., 2003).

Antibody specificity was confirmed by shRNA-mediated knockdown (Open Biosystems) of CAPH2 mRNA, followed by Western blot analysis. Knockdowns were carried out using the CAPH2 shRNAs according to the manufacturer's protocol (Open Biosystems). Cells were infected with indicated short hairpins for 3 days, followed by RNA extraction, protein extraction and Western blotting.

SMC1 (Kagey et al., 2010), NIPBL (Kagey et al., 2010), POL II (Rahl et al., 2010) and MED1 (Whyte et al., 2013) antibodies have been described previously.

#### *ChIP protocol*

Protocols describing chromatin immunoprecipitation materials and methods have been previously described (Bilodeau et al., 2009; Boyer et al., 2005; Boyer et al., 2006; Kagey et al., 2010; Lee et al., 2006; Marson et al., 2008; Rahl et al., 2010). V6.5 mESCs were grown to a final count of 50-100 million cells for each ChIP experiment. Cells were chemically crosslinked by the addition of one-tenth volume of fresh 11% formaldehyde solution for 15 minutes at room temperature. Cells were rinsed twice with 1X PBS and harvested using a silicon scraper and flash frozen in liquid nitrogen. Cells were stored at  $-80^{\circ}\text{C}$  prior to use. Cells were resuspended, lysed in lysis buffers and sonicated to solubilize and shear crosslinked DNA. Sonication conditions vary depending on cells, culture conditions, crosslinking and equipment.

For all ChIPs, the sonication buffer was 20mM Tris-HCl pH8, 150mM NaCl, 2mM EDTA, 0.1% SDS, 1% Triton X-100. We used a Misonix Sonicator 3000 and sonicated at approximately 24 watts for 10 x 30 second pulses (60 second pause between pulses). Samples were kept on ice at all times. The resulting whole cell extract was incubated overnight at  $4^{\circ}\text{C}$  with 100  $\mu\text{l}$  of Dynal Protein G magnetic beads that had been pre-incubated with approximately 10  $\mu\text{g}$  of the appropriate antibody. Beads were washed 1X with sonication buffer, 1X with 20mM Tris-HCl pH8, 500mM NaCl, 2mM EDTA, 0.1% SDS, 1% Triton X-100, 1X with 10mM Tris-HCl pH8, 250mM LiCl, 2mM EDTA, 1% NP40 and 1X with TE containing 50 mM NaCl.

Bound complexes were eluted from the beads (50 mM Tris-HCL, pH 8.0, 10 mM EDTA and 1% SDS) by heating at  $65^{\circ}\text{C}$  for 1 hour with occasional vortexing and crosslinking was reversed by overnight incubation at  $65^{\circ}\text{C}$ . Whole cell extract DNA reserved from the sonication step was also treated for crosslink reversal.

#### *Serial ChIP (Figure 1E)*

For serial ChIP, the same conditions as standard ChIP were used. For the first immunoprecipitation, 10 Nibpl ChIPs with the equivalent of 100 million cells each were used. Following washes, beads were eluted twice with 100 $\mu\text{l}$  sonication buffer containing 0.1 mg/ml of blocking peptide (Bethyl Laboratories, BP302-275). For the second immunoprecipitation, the eluate was divided into 3 different immunoprecipitations (CAPH2, SMC1 and IgG). Washes and final elution were done following the previously described ChIP protocol. Serial ChIP p-values

reported in Figure 1 were determined by using a one-tailed t-test. For the *Nanog* enhancer, p-values were achieved by randomly generating two IgG values, assuming a mean of the measured 0.87 and a standard deviation equal to the SD observed in the IgG sample from the *Pou5f1* enhancer data. This was repeated 10 times and the average p-value is reported.

#### *Immunoprecipitation assays (Figure S1)*

Immunoprecipitation assays were performed as previously described (Kagey et al., 2010) using ESCs treated with and without formaldehyde crosslinker. Briefly, for immunoprecipitation with crosslinker, ESCs were processed as a regular ChIP experiment. Following washes, beads were resuspended in gel loading buffer containing 100mM DTT and boiled for 20 minutes. For co-immunoprecipitation without crosslinker, nuclear extracts of ESCs grown for 2 passages off iMEFs were used. The following antibodies were used for Western blot: CAPD3 (A300-604A, Bethyl laboratories) and SMC2 (A300-057A, Bethyl laboratories).

#### **ChIP-seq Sample Preparation and Analysis (Figure 1, 4 and S1)**

All protocols for Illumina/Solexa sequence preparation, sequencing and quality control were provided by Illumina. A brief summary of the technique and minor protocol modifications are described below.

##### *Sample preparation*

DNA was prepared for sequencing according to a modified version of the Illumina/Solexa Genomic DNA protocol. Fragmented DNA was prepared for ligation of Solexa linkers by repairing the ends and adding a single adenine nucleotide overhang to allow for directional ligation. A 1:100 dilution of the Adaptor Oligo Mix (Illumina) was used in the ligation step. A subsequent PCR step with limited (18) amplification cycles added additional linker sequence to the fragments to prepare them for annealing to the Genome Analyzer flow-cell. After amplification, a narrow range of fragment sizes was selected by separation on a 2% agarose gel and excision of a band between 150-350bp (representing shear fragments between 50 and 250nt in length and ~100bp of primer sequence). The DNA was purified from the agarose and diluted to 10nM for loading on the flow cell.

##### *Polony generation and sequencing*

The DNA library (2-4 pM) was applied to the flow-cell (8 samples per flow-cell) using the Cluster Station device from Illumina. The concentration of library applied to the flow-cell was calibrated such that polonies generated in the bridge amplification step originate from single strands of DNA. Multiple rounds of amplification reagents were flowed across the cell in the bridge amplification step to generate polonies of approximately 1,000 strands in 1µm diameter spots. Double stranded polonies were visually checked for density and morphology by

staining with a 1:5000 dilution of SYBR Green I (Invitrogen) and visualizing with a microscope under fluorescent illumination. Validated flow-cells were stored at 4 degrees C until sequencing.

Flow-cells were removed from storage and subjected to linearization and annealing of sequencing primer on the Cluster Station. Primed flow-cells were loaded into the Illumina Genome Analyzer II. After the first base was incorporated in the Sequencing-by-Synthesis reaction, the process was paused for a key quality control checkpoint. A small section of each lane was imaged and the average intensity value for all four bases was compared to minimum thresholds. Flow-cells with low first base intensities were re-primed and if signal was not recovered the flow-cell was aborted. Flow-cells with signal intensities meeting the minimum thresholds were resumed and sequenced for 36 cycles.

*ChIP-seq data analysis (Figure 1, 4, and S1)*

Images acquired from the Illumina/Solexa sequencer were processed through the bundled Solexa image extraction pipeline which identified polony positions, performed base-calling and generated QC statistics.

ChIP-seq reads were aligned using the software Bowtie (Langmead et al., 2009) to NCBI build 37 (mm9) of the mouse genome with default settings. Sequences uniquely mapping to the genome with zero or one mismatch were used in further analysis. When multiple reads mapped to the same genomic position, a maximum of two reads mapping to the same position were used. ChIP-seq datasets profiling the genomic occupancy of OCT4/SOX2/NANOG (Whyte et al., 2013), MED1 (Whyte et al., 2013), SMC1 (Kagey et al., 2010), CTCF (Chen et al., 2008), RNA Polymerase II (Rahl et al., 2010), TBP (Kagey et al., 2010) and H3K9me3 (Bilodeau et al., 2009) in mouse ESCs were obtained from previous publications. Below is the list of ChIP-seq datasets used and corresponding GEO Accession numbers.

All ChIP-seq datasets, including those obtained elsewhere, were analyzed using the methods described below.

#### *MACS peak calling method*

Aligned reads from replicates were combined and peaks of binding were identified using the MACS 1.4 algorithm with all default parameters for CAPH2, SMC1 and NIPBL. Peaks of other factors were called with default parameters, except for the p-value which was set to 1e-09. A summary of the bound regions for each factor is provided (Table S1).

#### *Metagene representations (Figure 1B, 1D, 1H, S1E and S1H)*

Metagene representations were created by calculating average count density per bin at a specified set of regions or genes. For any given specific set of regions, the density of the factor was determined in 50bp bins across each individual region. Representations are centered on the bound region and the y-axis corresponds to the average of all regions in counts per million. The WCE density (background) was subtracted. The average ranked normalized read density in each bin was calculated to make the metagene representations in Figure 1H.

#### *ChIP-seq signal at mRNA genes (Figure 1C)*

Genes were ordered by their POL II signal +/-1kb around the TSS. Then CAPH2 and SMC1 signal +/-1kb of TSS is displayed in average counts per million per bp. Median smoothing was applied using a window size of 251 for display.

#### *Rank normalization of ChIP-seq data (Figure 1G and 1H)*

In order to compare the levels of CAPH2 between shGFP and shNIPBL treated cells, a quantile normalization method was used. For each antibody, the genomic bin with the greatest ChIP-seq density was identified in the two datasets. The average of these values was calculated and the highest signal bin in each dataset was assigned this average value. This was repeated for all genomic bins from the greatest signal to the least, assigning each the average

ChIP-seq signal for all bins of that rank across all datasets. Normalized reads were used to create browser tracks and metagene representations found in Figure 1G and 1H.

#### *Super-enhancer analysis (Figure 4)*

Super-enhancers for mouse V6.5 embryonic stem cells were created as described in (Whyte et al., 2013). Briefly, we took the intersection of MACS-defined peaks for OCT4, SOX2, and NANOG to define super-enhancer constituents. Constituents were stitched together if they were within 12.5kb of each other to create stitched enhancers. Stitched enhancers were ranked by their signal of MED1 (length \* density). We scaled the stitched enhancer signal ranks such that the maximum x axis is 1 and the maximum y axis is zero. We then found the x axis point for which a line with a slope of 1 was tangent to the curve. We define enhancers above this point to be super-enhancers, and enhancers below that point to be typical enhancers. The fraction of total ChIP-seq reads at enhancers that map to super-enhancers is as follows: CAPH2 (19%), SMC1 (20%), NIPBL (20%) and MED1 (39%).

#### *Assignment of super-enhancers to genes (Figure 4)*

We assigned enhancers to genes defined in the RefSeq (NCBI37/MM9) (Pruitt et al., 2007) gene annotations. To assign each enhancer to a gene, we calculated the distance from the center of the enhancer to the TSS of each gene. The enhancer was then assigned to the closest gene.

#### *Public availability of ChIP-seq datasets*

ChIP-seq data have been submitted to the Gene Expression Omnibus Database (<http://www.ncbi.nlm.nih.gov/geo/>) with accession numbers GSE33346 and GSE30919.

#### **Immunofluorescence (Figure 2)**

U2OS 2-6-3 cells (Janicki et al., 2004) stably transfected to express the rtTA protein were transiently transfected with 1µg of a plasmid expressing LacI-mCherry and 4µg MS2-YFP. After 48 hours, doxycycline (1µg/ml, Invitrogen) or vehicle control was added to the media for 4 or 16 hours as previously described (Janicki et al., 2004; Zhao et al., 2011). Cells were washed with PBS and crosslinked using 2% para-formaldehyde/PBS (from powder, Electron Microscopy Sciences, Hatfield, PA) for 5 min at room temperature. Then, cells were permeabilized with PBS/0.5% TritonX-100/1% normal goat serum (NGS) for 5 min at room temperature. Unspecific binding of antibodies was blocked by PBS/1% NGS for 15 min at room temperature. Cells were incubated overnight at 4C with a 1:50 dilution of anti-CAPH2 antibody (Ab1, 302-275A, Bethyl laboratories) in PBS/1% NGS, washed for 15 min in PBS/1% NGS and incubated with a DyLight 405nm-conjugated anti-rabbit antibody (1:500 in PBS/1%NGS, Jackson Immuno Research Laboratories, Inc.) for 1 hour at room temperature and mounted in glycerol/DABCO mounting media. For imaging, we used an

Applied Precision DeltaVision Core microscope (Applied Precision, Issaquah, WA) with a 63x 1.4 NA oil immersion lens. Images were recorded (40x0.2µm z-stacks), deconvolved and a maximum intensity projection was performed (Applied Precision SoftWorx software) LacI-mCherry in red, MS2-YFP in green, anti-CAPH2 in blue, white arrows indicate the inducible genetic locus. Representative images (n=25) are shown, scale bar 5µm.

## **RNA-seq Analysis (Figure 3 and S2)**

### *shRNA-mediated knockdown*

How the deposited data were processed for this re-analysis (not part of the article)

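RNA-seq of V6.5 murine ESCs was analysed for 6 libraries, 1 each for the GFP and SMC1 shRNAs and 2 each for CAPH2 and SMC2. The paired libraries of a target are different hairpins. The paper's text does not name an SMC2 hairpin, so those libraries enter only the closing observations. CAPH2 #1 and CAPH2 #2 follow the hairpin identifiers of the paper, while the sample labels number the first of them 3.

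The authors aligned reads with Bowtie to mm9 (-e 70 -k 1 -m 2 -n 2), so reads that align to more than 2 places were discarded, and a gene with near-identical copies loses reads. The authors counted exonic reads with the program RPKM_count 2.3.5 and deposited raw counts per RefSeq transcript, in which a shared exon counts for every isoform. The deposited RPKM values are these counts scaled to exon length and to each library's own reads, not to the ERCC spike-ins. The depth was 21521988 reads for GFP, 19227947 for SMC1, 23324537 and 18823245 for CAPH2, and 22529223 and 20413304 for SMC2. Transcripts with few counts are imprecise, and the intervals given cover counting error only.

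Gene symbols came from RefSeq accessions for 25353 rows and from overlap with GENCODE genes of the same build for 673 rows, and 47 rows have none. Log2 changes were calculated from the deposited RPKM against GFP with no pseudocount, over rows with an RPKM of at least 1 in the GFP library. The co-occupied set is the 1752 rows of Table S2. Of these, 62 had an RPKM under 1 in the GFP library, and the set without them was added after seeing the data. Of the 1752 rows, 1751 had log2 changes within 0.01 of the table for SMC1. Spearman intervals are from 1000 bootstrap draws of transcripts. List medians were set against 10000 random lists matched on expression in 10 groups, or 5 groups drawn from enhancer-assigned transcripts for the clustered enhancers. The genes named were set by a rule fixed before the data were examined: genes or proteins the paper names, the 3 largest increases and 3 largest decreases in Table S2 (mean of at least 50 counts, same direction with SMC1 and both CAPH2 hairpins), and, in the CAPH2 against SMC2 test, the 2 largest changes in each direction among genes with an adjusted p-value under 0.05 and a mean of at least 50 counts. A result for 1 gene under this rule is not reported here.

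CAPH2 against SMC2 is the only comparison with 2 libraries in each group. It was tested with edgeR 4.0.16 (TMM, quasi-likelihood test, Benjamini-Hochberg adjustment) on 18245 transcripts with at least 10 counts in at least 2 libraries. DESeq2 1.42.0 was an alternative. The edgeR step was tested on simulated counts for 18119 transcripts, where it recovered 193 of 200 changed transcripts and made 22 false calls among 215. These false calls are a larger share than the adjusted p threshold of 0.05 allows. The changed transcripts were drawn above an expression minimum. In the real libraries the same edgeR test left Ncaph2, a knockdown target, at an adjusted p of 0.0511. The simulated recovery may therefore overstate the power in the real libraries. The replicate numbers used for the replicate block come from the sample labels. The correlation of the deviations of same-numbered libraries was 0.0488. Other steps used Python 3.11.15, scipy 1.17.1 and blastn 2.17.0. The alternatives were other library scalings (TMM, DESeq2 size factors, ERCC counts), other filters, a pseudocount of 1, a single row per gene, and leaving out each hairpin. Of the ChIP-seq results only the regions listed in Table S1 were used, and Table S3 was not used here.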

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

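The tests of shared control deviations, library labels and spike-ins in this part were chosen after the result was seen.

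The SMC2 libraries, which the paper does not report, gave changes close to those of CAPH2. Over the 15538 expressed transcripts the Spearman correlation of the SMC2 average with the CAPH2 average was 0.903, and with SMC1 it was 0.664. SMC2 is a subunit of condensin, and a shared effect of losing the complex is one hypothesis. Against GFP the target Smc2 was only weakly lowered, to 70.7% of the GFP level with the first hairpin and 71.9% with the second. Its RPKM was 18.8 and 19.1 in the SMC2 libraries and 26.6 in the GFP library. It was 41.9 in the SMC1 library and 42.3 and 40.6 with the CAPH2 hairpins. The size of the Smc2 knockdown therefore depends on the single GFP library. Swapped labels were tested by the targets: in 4 of 4 CAPH2 and SMC2 libraries the named target was lower than in every library of another target. A deviation of the single GFP library may also produce such a correlation. With the CAPH2 average as the reference in place of GFP, the GFP and SMC2 changes correlated at 0.237 (0.546 with CAPH2 #1 and 0.0166 with CAPH2 #2 as the reference). A deviation of the GFP library and a shared effect of both knockdowns each give a value above 0, so this test does not separate them and the similarity of SMC2 and CAPH2 cannot be told apart from a deviation of the GFP library. The same calculation with SMC1 in place of SMC2 gave -0.321 (-0.207 and -0.309 with single hairpins). Deviations that are independent between the libraries do not give a value below 0. Deviations shared between libraries can, so a deviation of GFP is not excluded as a source of the CAPH2 changes. In the edgeR quasi-likelihood test of CAPH2 against SMC2, 1 of 18245 transcripts had an adjusted p-value under 0.05, and 565 had an unadjusted p under 0.05. That transcript was Smc2 (log2 change in SMC2 relative to CAPH2 -1.12, standard error 0.0652, adjusted p = 0.00033, Benjamini-Hochberg), lower in 2 of 2 SMC2 libraries. Against GFP, Smc2 changed by -0.50 and -0.48 in the SMC2 libraries and rose by 0.67 and 0.61 with the CAPH2 hairpins. The difference therefore includes a rise in the CAPH2 libraries relative to GFP. In the SMC1 library Smc2 rose by 0.65 as well, so a low value in the GFP library is not excluded. Ncaph2 had a log2 change of 1.54 (standard error 0.177, adjusted p = 0.0511 from the same edgeR test), higher in 2 of 2 SMC2 libraries. The test thus missed a knockdown target, so the low number of calls does not show that the CAPH2 and SMC2 profiles are alike. With the replicate number as a block the same edgeR test gave 15 transcripts, of which 12 belong to 12 genes other than Smc2 and Ncaph2, and the call for Ncaph2 changed (log2 change 1.57, adjusted p = 4.17e-08). The common biological coefficient of variation was 0.0674 without the block and 0.0577 with it, and the correlation of the deviations of same-numbered libraries was 0.0488.

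The ERCC RNAs, added by cell number, for which the paper's text describes no use in scaling, took a smaller share of most knockdown libraries. The median log2 change against GFP over 48 ERCC RNAs was -0.84 in the SMC1 library, -0.60 with CAPH2 #1, -0.60 and -0.49 in the SMC2 libraries and 0.03 with CAPH2 #2. Counting noise was tested with the 32 ERCC RNAs that had at least 100 counts, and in the libraries with a median below 0, which were picked for that, at least 96.9% of these RNAs were below 0. With CAPH2 #2 it was 12 of 32. Noise of single RNAs gives values on both sides of 0 and does not account for the lower share in those libraries. An error in counting cells or adding the RNAs could do so. The CAPH2 hairpins differed by 0.63 on the log2 scale, as much as CAPH2 #1 differed from GFP, while the SMC2 hairpins differed by 0.11. A change in RNA per cell cannot be told apart from such an error.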

How the results depend on the processing

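The alternatives were set before the data were examined unless stated. They were run on 71 results. TMM scaling moved none of the results it was run on. DESeq2 size factors moved the share of co-occupied transcripts changed in the same direction, the number of transcripts that differed between CAPH2 and SMC2, and 1 single-gene value, Ctcf with CAPH2.

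The correlation between the CAPH2 hairpins (0.827) was 0.859 with an RPKM of at least 5, 0.797 with at least 10 counts in every library, 0.838 on log2(RPKM + 1) and 0.842 over Table S2. That of the CAPH2 average with SMC1 (0.683) was 0.699 with an RPKM of at least 5 and 0.670 over Table S2, and from 0.638 to 0.669 with either hairpin left out. The SMC2 and CAPH2 correlation (0.903) was 0.923 with an RPKM of at least 5, 0.890 with at least 10 counts and 0.910 on log2(RPKM + 1), and from 0.842 to 0.889 with either SMC2 hairpin left out. The SMC2 and SMC1 correlation (0.664) was 0.687 with an RPKM of at least 5, and from 0.616 to 0.658 with either SMC2 hairpin left out. The cause was not tested.

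The share of co-occupied transcripts changed in the same direction (75.7%) was 74.5% with DESeq2 size factors, 85.4% with ERCC scaling, 76.4% with an RPKM of at least 5, 75.5% with a row per gene, 75.3% with the mean of the log2 ratios, and from 74.5% to 74.9% with either hairpin left out. The ratio of SMC1 to CAPH2 medians stayed between 2.06 and 2.79 under every alternative run. At transcripts not listed as co-occupied, ERCC scaling gave medians of 0.34 for CAPH2 and 0.89 for SMC1. The SMC1 median (0.37) was 0.32 with an RPKM of at least 5, 0.41 with at least 10 counts, 0.33 on log2(RPKM + 1) and 0.35 on chromosome 1. ERCC scaling only shifts all log2 changes of a library by the same amount, which gives its medians and its 85.4%. The cause of the other differences was not tested.

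The difference between genes near clustered and other enhancers for CAPH2 (-0.089) was -0.039 both with clusters of at least 3 sites and with MED1-enriched bases on chromosome 1, and from -0.14 to -0.081 with either hairpin left out. For SMC1 (-0.36) it was -0.54 with MED1-enriched bases. With 500 bp added to each end, chosen after seeing the data, these values were again -0.039 and -0.54. With a row per gene in the planned setting they were -0.12 and -0.26. With MED1-enriched bases and a row per gene, also chosen after seeing the data, the differences reversed to 0.028 for CAPH2 and 0.053 for SMC1, both with and without the added 500 bp. With MED1-enriched bases the reversal therefore follows from the use of a row per gene, which did not reverse the differences in the planned setting. Which genes carry the differences of -0.039 and -0.54 was not tested. The cause of the other shifts was not tested.

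ERCC scaling left 32.6% of Ncaph2 with CAPH2 #1, 72.7% of Smc1a, and 109.9% and 106.5% of Smc2. Relative to Gapdh, 41.8% of Ncaph2 with CAPH2 #2 and 66.2% of Smc2 in the second SMC2 library were left. ERCC scaling shifts all log2 changes of SMC1 by 0.86, CAPH2 #1 by 0.63, CAPH2 #2 by -0.047 and the SMC2 libraries by 0.64 and 0.57, a value that shows why directions reversed. They became 0.29 for Ncaph2, 0.15 for Pou5f1, 0.44 for Mir290a and Mir291a, 0.29 for Mir291b and 0.15 for Mir292 with SMC1. With CAPH2 they became 0.13 for Pou5f1, 0.079 for Sox2, 0.054 for Nanog, 0.29 for Gapdh, 0.043 for Mir291a, 0.065 for Mir293 and 0.35 for Mir295. Of the other recomputed single-gene values, 29 moved and 108 did not.

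The number of transcripts that differed between CAPH2 and SMC2 (1) was 3 with DESeq2 size factors in edgeR, 5 with the DESeq2 Wald test, 8 with no count filter and 15 with the replicate block, of which 10 were higher and 5 lower in SMC2. Under the replicate block the pairing check gave a correlation of deviations of 0.0488 for same-numbered libraries. The cause was not tested. Leaving out a library leaves 1 in a group, so that test was not run. The depth limits the microRNA precursors named above, whose counts are between 1 and 106 per library.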

Differences from the paper's values

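The Spearman correlation between CAPH2 #1 and CAPH2 #2 was 0.827 over expressed transcripts, against the paper's 0.811. None of the alternatives set before the data were examined closed the gap, and the nearest was 0.822 with the ERCC rows kept.

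The level left of the targets in the RNA-seq libraries was higher than the qPCR levels of the paper. For Ncaph2 it was 21.04% with CAPH2 #1, against the paper's value of about 8% in Fig. 3A, read by eye. With CAPH2 #2 it was 34.8%, against about 21% in Fig. 3A, read by eye. For Smc1a in the SMC1 library it was 39.9%, against about 20% in Fig. 3A, read by eye. None of the alternatives set before the data were examined closed these gaps, including the values relative to Gapdh (19.8%, 41.8% and 38.6%).

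The paper describes removing genes with an RPKM under 1 in the GFP library from Table S2, and 62 of its 1752 rows have a deposited RPKM under 1 there. The paper describes averaging the RPKM of the CAPH2 replicates before the log2, and 1751 of the table's averages were within 0.01 of the mean of the log2 ratios, against 1560 for the log2 of the averaged RPKM.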

Other observations

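The test with the CAPH2 libraries as reference was chosen after the result was seen, as were the transcripts that enter the test of expression level and the way the fibroblast test was read where its prediction was only partly met. The other tests in this part were chosen before.

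The correlation of the CAPH2 and SMC1 changes was weighed against 3 technical explanations. Independent deviations with a shared GFP library give a correlation of at least 0 whichever library is the reference, and with the CAPH2 average as reference the GFP and SMC1 changes correlated at -0.321. GC content correlated with the CAPH2 change at -0.523 and with the SMC1 change at -0.300 across 13671 transcripts with a known sequence (88.0% of the expressed rows had a GC value). A fit on length and GC accounted for 25.5% of the variance of the CAPH2 changes and 12.2% of that of SMC1. After its removal the Spearman correlation was 0.633, from 0.684 before, so this bias may contribute and does not fully explain it. The paper describes a plating step before infection to remove the feeder fibroblasts. RNA left from them was tested with 10 marker genes, of which 7 were expressed. Their median log2 change was 0.37 with CAPH2 (percentile 99.9 of matched random lists) and 0.92 with SMC1 (percentile 99.9). They rose in 6 of 7 with CAPH2 and in 7 of 7 with SMC1, by amounts from -0.51 to 0.83 and from 0.25 to 2.19, which is not a shift by a common amount. A shared rise of fibroblast RNA, or of the same genes in the ESCs, cannot be told apart here. These 7 genes also do not show how much of the correlation over all transcripts such RNA could carry. The correlation is therefore not called biological.

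The median absolute log2 change of co-occupied transcripts was above that of the other expressed transcripts, at 0.47 against 0.37 with SMC1 and at 0.19 against 0.18 with CAPH2. On chromosome 1 the 82 transcripts with regions of both factors had a median of 0.58 with SMC1, against 0.35 for transcripts with neither, but for CAPH2 the order was the opposite, with 0.16 against 0.19. Expression level was tested as an explanation with random lists matched on it. For SMC1 the median absolute change was above those of the random lists, at percentile 100 both with the 1752 transcripts of Table S2 and with the 1690 that had an RPKM of at least 1 in the GFP library. For CAPH2 the result depended on that choice of transcripts. The percentile was 98.2 with 1752 transcripts, outside the middle 95% of random lists, and 95.7 with 1690, inside it. The 62 transcripts that differ between the sets had an RPKM of at least 1 in another library, so they were chosen partly by an increase. The CAPH2 excess, 0.19 against a random-list median of 0.18, cannot be told apart from an effect of expression level. For SMC1 a direct effect of binding may remain, which was not tested.

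Gapdh, the reference of the paper's qPCR, was listed at an RPKM of 2.49 in the GFP library, from 66 counts. Its transcript had 119 copies in the genome (at least 90% identity over at least 50% of its length in 1 piece), against a median of 0 and a highest value of 2 for 11 other named genes. Reads discarded for aligning to more than 2 places are a candidate explanation, and values relative to Gapdh rest on few reads. No biological explanation was tested.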
